A study of Homo sapiens with 12 samples. Its data were reported in "GATA3 Mediates a Fast, Irreversible Commitment to BMP4-Driven Differentiation in Human Embryonic Stem Cells" (2020).

How the data were processed

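RNA was measured in 12 libraries of H1 cells, an established human embryonic stem cell line. Cells were either left untreated, at 0 min, or exposed to 50 ng/ml of the ligand BMP4 for 20, 40 or 60 min. Each of the 4 time points had 3 libraries, numbered 1 to 3 in the labels. Groups were taken from the labels alone.

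The authors made stranded, poly(A)-selected libraries and sequenced them as paired reads. They aligned the reads with TopHat to hg19 with the Ensembl gene models, and counted them per gene with featureCounts. The deposited values are raw read counts per Ensembl gene, with no normalization. How strand and multiply mapped reads were handled is not stated. Values of pseudogenes, near-identical copies, overlapping genes and antisense genes are therefore uncertain. The table held 62069 gene identifiers and no summary lines. A symbol was found for 50127 of them in a later annotation of another genome build, so no coordinates are given. Transcript length and GC content came from the longest transcript in that annotation, and 16252 of the 16805 tested genes had both. The genes CYR61, CTGF and T are listed there as CCN1, CCN2 and TBXT.

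Total counts ranged from 28297680 to 47145882 per library. No pair of replicates agreed within sampling noise, since the chi-square per degree of freedom between replicates of one time point was 6.98 or more. All libraries were therefore kept as separate replicates.

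Counts were tested in R 4.3.3 with the quasi-likelihood F-test of edgeR 4.0.16, after TMM scaling and filtering with filterByExpr. One model with time as a factor was fitted to all 12 libraries, without a replicate term, since the study's methods name a likelihood-ratio model across the time points and mention no replicate term. The 3 time coefficients were tested together for change across time. Contrasts were then tested, 3 against 0 min and 2 between successive stages. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM values are counts relative to the TMM-scaled library totals, as the cpm function of edgeR gives them, and log2 CPM used a prior count of 2.

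Genes changing across time were grouped by average-linkage clustering of 1 minus the Pearson correlation of the group means, into 4 clusters. The share of the 60 min rise reached at 20 min was the difference in mean log2 CPM between 20 and 0 min, divided by that between 60 and 0 min. Gene lists were tested with camera at a preset correlation of 0.01 and with fry, both in limma 3.58.1, and the p-values were adjusted over 6 lists. The edgeR contrasts of single list genes were also adjusted over the list alone. The lists covered genes that the study drew as switch-like or graded, pluripotency genes, lineage genes, BMP receptors and immediate early genes. A further list, of BMP pathway feedback genes, was examined gene by gene. The switch-like and graded lists were picked by the study from these same libraries, so their results are not independent evidence.

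Named genes were the members of these lists and the 10 genes with the smallest p across time. For each contrast with 0 min, the 5 largest rises and 5 largest falls were added, among genes past the threshold with a mean of 10 or more counts and groups that did not overlap. The design, the alternatives and this rule were fixed before the data were examined.

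The pipeline was tested on simulated counts for 16805 genes, of which 200 were changed at 60 min. Of the 100 larger simulated changes (log2 fold change 2), 100% were called, and of the 100 smaller ones (log2 fold change 1), 95.0% were called. Among 16427 unchanged genes that were tested, 0.0609% were called.

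Alternatives were other size factors, total counts alone, other filters, DESeq2 1.42.0, limma-voom, a replicate block, a correction for transcript length and GC content, fits to 6 libraries, and fits without each library. The correction removed a loess trend with span 0.3 from each library. After the results were seen, list tests after this correction were read by 1 rule, under which camera and fry both had to pass. The clusters of the DESeq2 genes were also added then. Whether equal replicate numbers paired the libraries was checked by correlating deviations from the group means over all tested genes. Between 60 and 40 min, each of the 3 same-numbered pairs exceeded 0.1, and the pairing comes only from this check. The pairs of 60 and 20 min, which were not contrasted as a result, met the criterion too. The other contrasts and the 4 time points together did not.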

Results

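The study sequenced RNA to follow early gene expression after human embryonic stem cells meet BMP4. It described its clusters of changing genes as graded or switch-like. Gene counts were obtained from H1 cells at 0, 20, 40 and 60 min of BMP4, with 3 libraries per time point. Total counts per library were 30354726 ± 2573039 at 0 min, 31388791 ± 2289783 at 20 min, 37059560 ± 3126522 at 40 min and 40379638 ± 5905826 at 60 min (SD, n = 3 each). The later libraries were thus deeper on average.

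Change across time was tested first. Of 16805 tested genes, 75 changed at an adjusted p under 0.05 (edgeR), 51 of them higher and 24 lower at 60 min than at 0 min, and 3102 had an unadjusted p under 0.05. The alternative that moved this number most was leaving out the low-count filter, which gave 2322 genes. Leaving out replicate 3 of 20 min gave 458 genes, and leaving out replicate 2 of 20 min gave 22.

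The genes with the smallest p-values across time were examined one by one. GREM1 (ENSG00000166923) rose from 0.228 ± 0.0478 CPM at 0 min to 2.71 ± 0.336 CPM at 60 min (SD, n = 3), with an adjusted p across time of 2.9e-06 (edgeR), and all 3 libraries at 60 min exceeded all 3 at 0 min. SOCS3 (ENSG00000184557) stood at 16.97 ± 1.14 CPM at 0 min, 15.9 ± 1.10 at 20 min, 33.6 ± 1.501 at 40 min and 36.6 ± 2.97 at 60 min. ID4 (ENSG00000172201) stood at 5.10 ± 0.870, 5.58 ± 1.05, 11.96 ± 1.01 and 20.3 ± 1.85 CPM at the same times.

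GATA3 (ENSG00000107485) was low throughout the early samples, at 1.22 ± 0.150 CPM at 0 min, 1.31 ± 0.168 at 20 min and 1.91 ± 0.541 at 40 min, and reached 6.30 ± 0.623 CPM at 60 min (SD, n = 3). Its log2 fold change at 60 min was 2.37 (SE 0.20, adjusted p 1.7e-05, edgeR), higher in 3 of 3 libraries than in every library at 0 min. At 40 min the log2 fold change of GATA3 was 0.64 (SE 0.22), with an adjusted p of 0.193. The remaining genes among the 10 smallest p-values were GATA2, MSX2, ID2, TFAP2A, BAMBI and INHBB, with log2 fold changes at 60 min from 0.88 for ID2 to 3.38 for INHBB. For each of these 6 genes, the 3 libraries at 60 min lay above the 3 at 0 min.

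**Figure D1:**
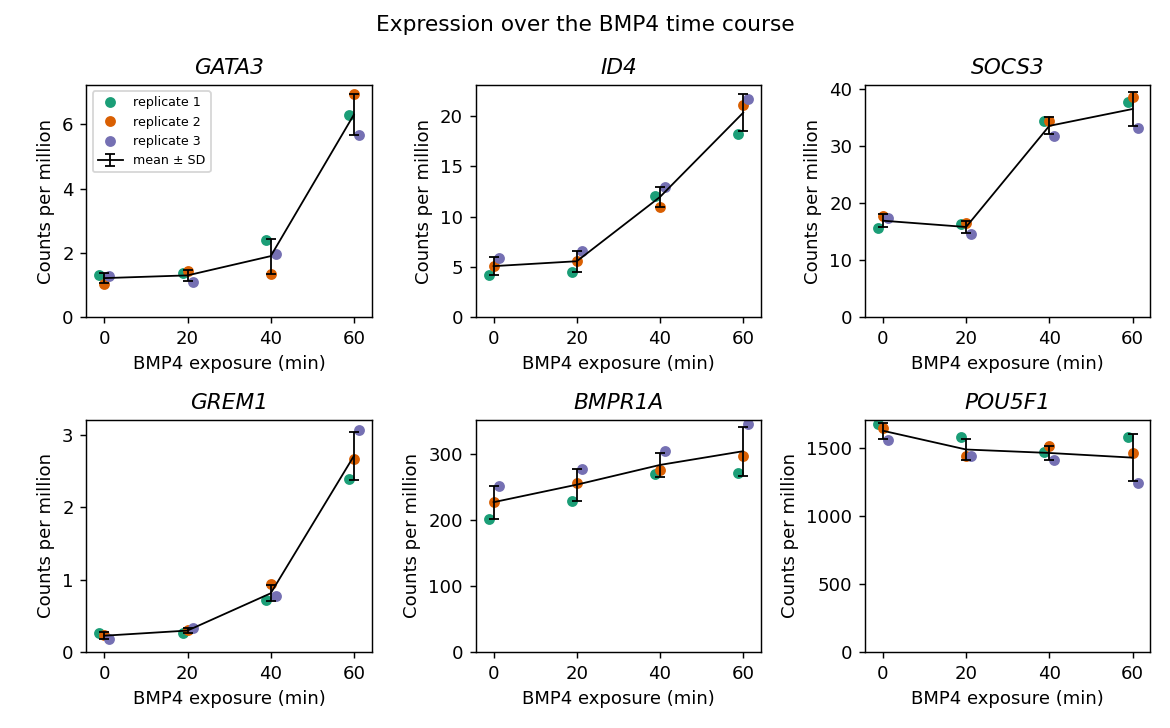
CPM (vertical axis) against minutes of BMP4 (horizontal axis) for GATA3, ID4, SOCS3, GREM1, BMPR1A and POU5F1; points are the 3 libraries and lines are means with SD. GATA3 rose between 40 and 60 min, from 1.91 to 6.30 CPM, and SOCS3 between 20 and 40 min, from 15.9 to 33.6 CPM.

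The contrasts with 0 min dated the response. At 20 min 0 genes passed the threshold, and 2162 had an unadjusted p under 0.05. At 40 min 10 genes passed, 9 higher and 1 lower. Among these 10 genes the largest rises were in GREM1 (log2 fold change 1.81), MSX2 (1.32), ID4 (1.23), SOCS3 (0.98) and NUAK2 (0.97), each higher in 3 of 3 libraries. The gene that fell was ZNF530, by 0.57 on the log2 scale (SE 0.10, adjusted p 0.0478, edgeR), lower in 3 of 3 libraries. The named genes had to separate in this way, which chance alone gives with a probability of 0.1 for 3 against 3 libraries. Without replicate 3 of 20 min, which enters only the estimate of spread, the number at 40 min was 134, 49 higher and 85 lower. Without replicate 2 of 40 min it was 2, each higher.

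At 60 min 1096 genes passed, 824 higher and 272 lower. The median absolute log2 fold change of these genes was 0.49, and 99 of them exceeded 1. This number rested on single libraries. It was 21 without replicate 3 of 60 min, 22 without replicate 2 of 0 min and 26 without replicate 1 of 0 min. It was 2146 without replicate 3 of 0 min and 2032 without replicate 1 of 60 min. The largest rises were in GREM1, INHBB, TFAP2A, GATA3 and MSX2, each with a mean of 1.22 CPM or less at 0 min. By this rule the largest falls were in RPL12P38, MTCO3P12, MT-TI, CDC42EP5 and MT-TT, each with a mean near or below 1.8 CPM at 0 min. RPL12P38 and MTCO3P12 are pseudogenes whose reads may be split with their parent genes, so their values are uncertain, as are those of the short mitochondrial transfer RNA genes MT-TI and MT-TT.

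**Figure D2:**
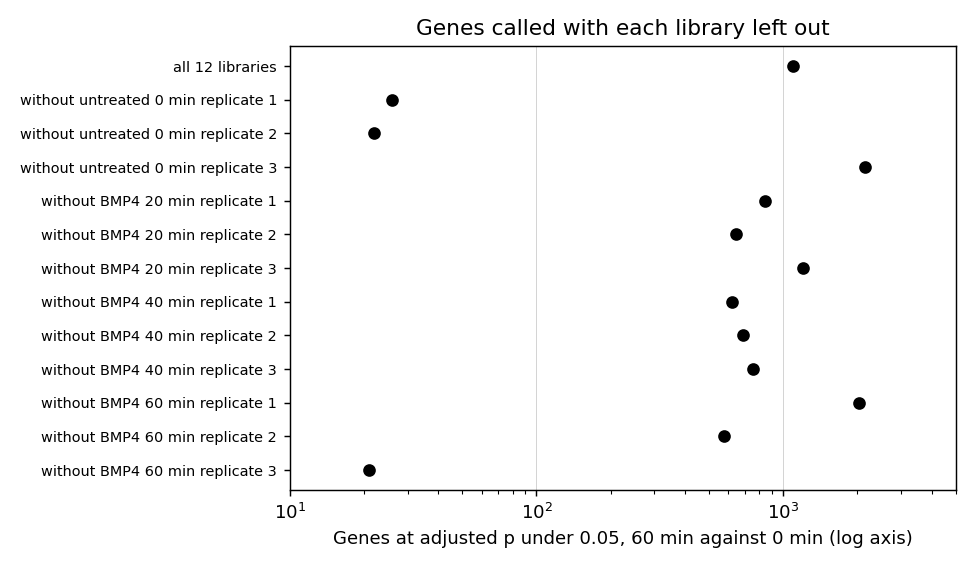
Number of genes at an adjusted p under 0.05 between 60 and 0 min (log axis) with all 12 libraries and with each library left out; each point is one fit. The number was 1096 with all libraries and lay between 21 and 2146 when one was left out.

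Genes higher at 60 min had long transcripts of low GC content. Their median transcript length was 8024 nt and their median GC content 43.4%, against 3604.5 nt and 48.1% for all tested genes. Genes lower at 60 min had medians of 2769 nt and 58.3%. Across genes, which are not independent replicates, the log2 fold change at 60 min had a Spearman rho of -0.490 with GC content and 0.316 with length. After correction for length and GC content 776 genes passed, 422 higher and 354 lower, and 459 of the 1096 genes were among them.

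**Figure D3:**
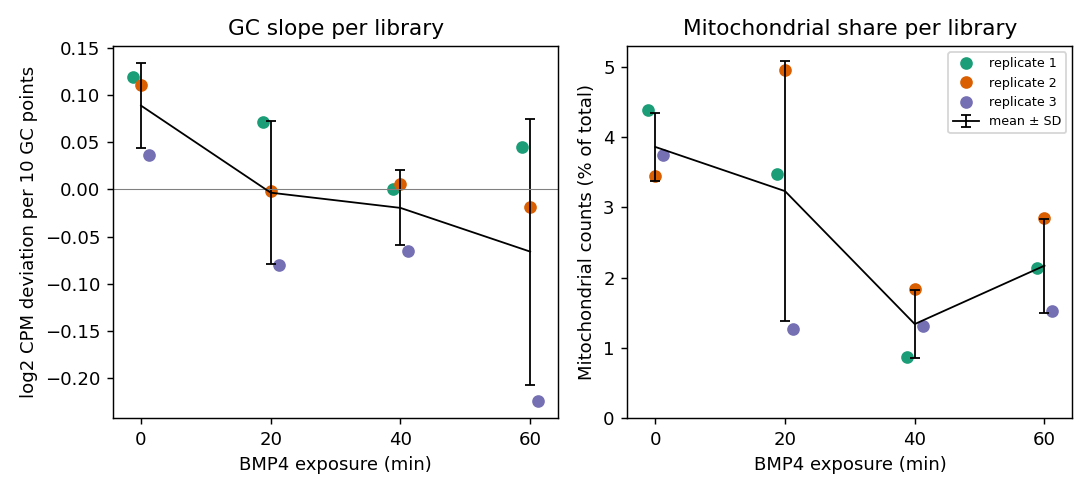
Slope of log2 CPM deviations per 10 points of GC content (left) and share of counts from mitochondrial genes in percent (right) against minutes of BMP4; points are libraries and lines are means with SD. The GC slope at 60 min ranged from -0.225 in replicate 3 to 0.0455 in replicate 1, and the 3 libraries at 0 min were all above 0.

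Between successive stages, 19 genes differed between 40 and 20 min, 14 higher and 5 lower. Leaving out replicate 3 of 20 min raised this to 124, 20 higher and 104 lower. Leaving out replicate 1 of 40 min lowered it to 6, all higher. SOCS3 had the smallest p, with a log2 fold change of 1.08 (SE 0.09, adjusted p 5.9e-05, edgeR), higher in 3 of 3 libraries. CCN1 and CCN2 rose by 1.27 and 1.23 on the log2 scale. Between 60 and 40 min 5 genes differed, all higher: GREM1, GATA3, GATA2, TFAP2A and SAMD11, the last named after its values were seen. For each, the 3 libraries at 60 min exceeded the 3 at 40 min. The number was 3 without replicate 2 of 40 min and 9 without replicate 1 of 0 min. With the replicate number as a block, 12 genes differed between 60 and 40 min.

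The study's threshold asks for change across time and an absolute log2 fold change above 2 at one or more time points. It was passed by 11 genes, 10 higher and 1 lower. With a log2 fold change above 1 the number was 23, and without replicate 3 of 20 min at the study's threshold it was 20. Without replicate 2 of 20 min it was 7.

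Clustering of the 75 genes asked which genes share the profile of GATA3. The cluster holding GATA3 had 8 genes, whose mean scaled expression was 0.0142 at 20 min, 0.249 at 40 min and 1 at 60 min. A second cluster of 43 genes had already reached 0.801 at 40 min. A cluster of 23 genes fell between 20 and 40 min, from 0.900 to 0.0579, and the last cluster held 1 gene. The membership was not stable, since the cluster holding GATA3 had 41 genes with DESeq2 size factors and 36 with complete linkage. Across fits without one library its size lay between 15 and 279, the latter without replicate 3 of 20 min and the former without replicate 2 of 20 min. BMPR1A was not among the 75 genes, with an adjusted p across time of 0.135 (edgeR), so no cluster held it. With the DESeq2 likelihood-ratio test its adjusted p across time was 0.0220.

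The share of the 60 min rise reached at 20 min asked how gradual the rise was. Its median over the 51 genes higher at 60 min was -0.0495, against 0.0115 in simulated counts whose 20 min group equalled the 0 min group. The share was above 0 for 21 of these genes and below 0 for 30. Without replicate 3 of 20 min the median, over the 285 genes of that fit, was 0.246. Over the 824 genes called higher at 60 min, a set added after the data were seen, the median was 0.551, against 0.106 in the same simulations.

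The contrasts with 0 min share their control libraries. Across genes, the log2 changes at 20 and 60 min correlated at 0.700, against 0.519 in simulated unchanged groups. The value was 0.706 for 40 and 60 min (0.531 simulated) and 0.547 for 20 and 40 min (0.514 simulated). The sign was the same at 20 and 60 min for 79.8% of genes, against 67.1% in the simulations.

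Of the 26 genes in the switch-like list, 26 were higher at 60 min, whether adjusted over all genes or adjusted over the list alone, and the median log2 fold change was 0.86. At 20 min the median of this list was 0.10, and 0 of its genes were higher adjusted over the list alone, with 4 at an unadjusted p under 0.05, 3 of them higher. Of the 24 genes in the graded list, 23 were higher at 60 min, and 24 when adjusted over the list alone. The median log2 fold change of the graded list was 0.36 at 20 min, 0.47 at 40 min and 0.63 at 60 min. After correction for length and GC content the 20 min median was 0.16 for the graded and 0.07 for the switch-like list. At 20 min 0 genes of the graded list passed over all genes, 19 had an unadjusted p under 0.05 and 19 passed adjusted over the list alone. The difference between the lists at 20 min was not tested. Across time, 21 switch-like genes and 1 graded gene passed over all genes, against 26 and 23 adjusted over the list alone. Both lists were chosen by the study on these libraries, so these counts are not independent evidence. The graded list had a median transcript length of 10214 nt, and its median at 60 min was 0.34 after correction for length and GC content, with 14 genes called. The switch-like list had a corrected median of 0.84 with 24 genes called.

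With camera, the adjusted p at 60 min was 5.7e-77 for the switch-like list and 1.1e-26 for the graded list. The calls for the switch-like, graded and BMP receptor lists held under fry, at 2.2e-08, 0.0051 and 0.0218. With an estimated correlation only the switch-like call held, at 4.8e-06, and the graded list had 0.0617. Over the alternatives the graded list ranged from 8.4e-35 to 0.0617 and the switch-like list from 4.7e-111 to 4.8e-06.

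The 6 BMP receptor genes had a median log2 fold change of 0.35 at 60 min (camera adjusted p 0.0058), and 2 were called over all genes and 2 adjusted over the list alone. After correction for length and GC content the median was 0.08 and the camera adjusted p 0.281, the highest over the alternatives, which reached down to 0.0010. BMPR1A and BMPR2 also belong to the graded list. BMPR1A (ENSG00000107779) stood at 227 ± 24.9 CPM at 0 min, 254 ± 24.1 at 20 min, 284 ± 18.4 at 40 min and 305 ± 37.3 at 60 min (SD, n = 3). Its log2 fold change at 60 min was 0.42 (SE 0.10, adjusted p 0.0300, edgeR, higher in 3 of 3 libraries), and 0.22 after correction, with an adjusted p of 0.0498. The call for BMPR1A was lost without replicate 1 of 0 min (adjusted p 0.123), replicate 2 of 0 min (0.0859), replicate 2 of 60 min (0.0561) or replicate 3 of 60 min (0.137). Over all alternatives the adjusted p of BMPR1A ranged from 1.4e-05, without the low-count filter, to 0.137. BMPR2 had a log2 fold change of 0.62 (SE 0.13, adjusted p 0.0218), higher in 3 of 3 libraries, and 0.18 after correction, with an adjusted p of 0.0756. With the replicate block added to the correction, BMPR2 stood at 0.18 with an adjusted p of 0.0278. Over all alternatives its adjusted p ranged from 1.0e-08, without the low-count filter, to 0.0930, without replicate 1 of 0 min.

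Pluripotency genes were tested for a fall within the hour. Of 10 genes, 0 passed at 60 min over all genes, and 0 when adjusted over the list alone, while 1 had an unadjusted p under 0.05, with a median log2 fold change of 0.05 and a camera adjusted p of 0.809. POU5F1 was at 1625 ± 58.9 CPM at 0 min and 1428 ± 173 CPM at 60 min (SD, n = 3), with an adjusted p of 0.132 (edgeR), which was 0.0389 without replicate 1 of 60 min and ranged from 0.0252 to 0.416 over the alternatives. Of 14 lineage genes 3 were higher at 60 min, namely CDX2, HAND1 and TBX3, and 3 adjusted over the list alone. CDX2 and HAND1 were near the limit of detection, with means at 60 min of 0.404 and 0.465 CPM, and HAND1 had 3 counts or fewer in every library at 0 min. The lineage list had a camera adjusted p of 0.166, which became 0.0020 after correction for length and GC content, and a fry adjusted p of 0.0324. Without replicate 1 of 0 min the camera adjusted p was 0.0131. Over all alternatives the value for the lineage list ranged from 0.0020 to 0.670.

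Of the 7 BMP pathway feedback genes, 6 were higher at 60 min, and 6 adjusted over the list alone. The exception was SMAD7, with a log2 fold change of -0.18 (SE 0.13, adjusted p 0.352). Apart from SMAD7 and NOG, the feedback genes also belong to the switch-like or graded lists, so they are not independent evidence. ID1 passed narrowly, at 0.42 (SE 0.12, adjusted p 0.0455), in 2 of 3 libraries above all at 0 min. Its adjusted p was 0.0522 with DESeq2 size factors, 0.0582 with total counts alone and 0.0521 with limma-voom. Over all alternatives the adjusted p of ID1 ranged from 1.7e-05, without the low-count filter, to 0.146, without replicate 2 of 0 min. Of 19 tested immediate early genes, 0 passed at 20 min over all genes, 7 had an unadjusted p under 0.05, each lower, and 3 passed adjusted over the list alone. Their median log2 fold change at 20 min was -0.24, with a camera adjusted p of 7.1e-07 and a fry adjusted p of 0.133, and the camera value was 0.0127 without replicate 1 of 0 min. The values for this list ranged from 7.5e-09 to 0.219 over the alternatives. At 60 min 2 of the 19 passed, and 5 adjusted over the list alone. BMP4 and GUSB, the study's qPCR reference, had log2 fold changes at 60 min of -0.16 and -0.21, with adjusted p of 0.279 and 0.101 (edgeR). GUSB was lower in 3 of 3 libraries at 60 min than in every library at 0 min.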

Values the study reported

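The study reported a cluster of 488 genes that held BMP receptors and rose in a graded way, and a cluster of 138 genes with switch-like behaviour. It named GATA3 as its most significant gene.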

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

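The tests in this part were chosen after the results were seen. For 6 named genes the direction of change differed between 20 and 40 min of BMP4, and the difference between these times passed the threshold. The log2 fold change between 40 and 20 min was 0.80 for BAMBI, 1.27 for CCN1, 1.23 for CCN2, 0.58 for KLF6, 1.07 for NUAK2 and 1.08 for SOCS3. The fall at 20 min was not past the threshold for any of these genes, with adjusted p-values between 0.372 for CCN2 and 0.792 for NUAK2. These differences are thus rises between 20 and 40 min, with a dip at 20 min that was not established.

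A trend with length and GC content is argued against as the whole cause. After the correction the adjusted p between 40 and 20 min was 0.00243 for BAMBI, 0.000315 for CCN1, 0.000315 for CCN2, 0.00348 for KLF6, 0.00243 for NUAK2 and 2.3e-06 for SOCS3. Response to BMP4 and response to the change of medium may each explain a rise at 40 min. They stay open, since no library without BMP4 was taken at 20, 40 or 60 min among those analysed. Time points had 3 libraries each, too few for a test of single deviating libraries.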

How the results depend on the processing

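With DESeq2 size factors or total counts alone, each count of genes, each list test and the median share kept its side of the threshold or stayed within 1.5 times, except the cluster holding GATA3, which had 41 genes with DESeq2 size factors. The cause of the shifts below was not tested unless stated.

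Without the low-count filter, 2322 genes changed across time, and 781, 1068 and 2687 differed from 0 min at 20, 40 and 60 min. The stage contrasts gave 383 and 228 genes and the study's threshold 62. One cluster of 1202 genes held GATA3 and, in that fit, BMPR1A, and the median share was 0.574. The log2 fold change of GATA3 at 60 min was 2.36 there, against 2.37 with the filter. Its adjusted p fell from 1.7e-05 to 3.4e-28 (edgeR), so the smaller p-value of GATA3 did not come from a larger change. Requiring 10 counts in every library gave 40 genes across time, 4 past the study's threshold and a GATA3 cluster of 5, with fewer genes tested.

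With a replicate block, 2224 genes changed across time, and 511, 1342 and 3757 differed from 0 min. Stage contrasts gave 72 and 12 genes, the threshold 24, the median share 0.583, and 1289 genes shared a cluster with GATA3 and BMPR1A. All 75 genes changing across time were among the 2224. No list call by camera changed. GUSB passed at 60 min, with an adjusted p of 0.0185, as did 1 pluripotency gene, POU5F1, at 0.0252. Over all tested genes, 13 of 18 same-numbered pairs had correlated deviations above 0.1, from -0.0590 to 0.298. Over genes with a mean log2 CPM above 1, 16 of 18 did, and 60 min against 0 min and 40 min against 20 min then met the criterion as well. The criterion fixed no set of genes, and the set of all tested genes was settled on after both results had been seen. Over all tested genes the pairs of 60 and 40 min and of 60 and 20 min met it. For the other contrasts and for change across time, the libraries were treated as sharing only a number, and the counts with and without the block differ as given.

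The length and GC correction gave 277 genes across time, 156 at 40 min, 122 and 8 between stages, and 19 past the threshold. Of the 156 genes 57 were higher and 99 lower, and of the 122 genes 42 were higher and 80 lower. The GATA3 cluster had 113 genes and the median share was 0.0895. The lineage list passed at 0.00201 and the BMP receptor list did not, at 0.281. Of the 75 genes, 73 were still called. BMP4 changed sign, to 0.000502. With the replicate block alone 511 genes had passed at 20 min. With the block added to the correction 0 did. The values were then 1248 genes across time, 665 and 2095 at 40 and 60 min, 187 and 10 between stages, and 22 past the threshold. A cluster of 545 genes held GATA3 and BMPR1A, the share was 0.507, the lineage list had 0.00409 and the receptor list 0.269. BMP4 stood at 5.38e-06. In that fit 4 pluripotency genes passed at 60 min, among them NANOG, lower, at 0.0429 and SOX2, higher, at 0.0483. For the list, fry gave 0.0310 in the direction of a rise, with a median log2 fold change of 0.10.

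DESeq2 called 1005 genes across time, 288 and 2112 at 40 and 60 min, 147 and 15 between stages, and 7 past the threshold. Clustering its genes, an alternative chosen after seeing the data, put GATA3 and BMPR1A together among 615. limma-voom called 49 across time, and 10 and 1 between stages. Fits to the 6 libraries compared gave 134 and 309 genes at 40 and 60 min, and 105 and 9 between stages. A log2 limit of 1 gave 23 genes. The GATA3 cluster had 36 genes with complete linkage and 13 at an adjusted p under 0.01. The share was -0.140 for genes picked by 60 against 20 min.

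With an estimated correlation, camera gave 0.0617 for the graded list, and 0.219 for the receptor and immediate early lists. With fry the lineage list passed at 0.0324 and the immediate early list did not, at 0.133.

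Across the 12 fits that each left out one replicate, counts ranged from 22 to 458 across time, 2 to 134 at 40 min, 21 to 2146 at 60 min, 6 to 124 and 3 to 9 between stages, and 7 to 20 past the threshold. The GATA3 cluster ranged from 15 to 279 and the share from -0.0813 to 0.246. The lineage list ranged from 0.0131, without replicate 1 of 0 min, to 0.375, and the pluripotency list from 0.375 to 0.995. The latter changed direction without replicate 1 of 0 min, at 0.407, and without replicate 3 of 60 min, at 0.995. At 20 min the count stayed at 0 in each of these fits.

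Over all these alternatives together, of 499 comparisons of 24 single genes, 465 kept direction and call, 27 became weaker, 5 stronger and 2 changed direction, both of them BMP4 after the length and GC correction.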

Other observations

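Apart from the count of genes across time, the graded list and length, the simulated share and the immediate early genes, the tests in this part were chosen after the results were seen.

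Other splits of the same libraries were compared with the real one. Of 100 drawn splits of the 12 libraries into 4 groups of 3, the real one included, 2 gave as many genes changing across time and 1 gave as many past the study's threshold. The other split gave 258 genes and put replicate 2 of 0, 20 and 40 min together. For the contrasts each set of 6 libraries has 10 splits, too few for a share under 0.1. As large a count came from 10 splits at 20 min, 1 at 40 min, 1 at 60 min, 2 between 40 and 20 min, and 1 between 60 and 40 min. The second split for 40 against 20 min gave 25 genes and exchanged replicate 3 of 20 min with replicate 2 of 40 min. For the lists, as small a p came from 1 split for the switch-like, 1 for the graded, 1 for the BMP receptor, 4 for the lineage, 9 for the pluripotency and 3 for the immediate early list.

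The long, low-GC profile of the genes higher at 60 min may come from variation between libraries that does not follow time. Permuted over all libraries, GC slopes did not separate by time (permutation test of the spread of the group means, p 0.244, adjusted 0.244 over 3 measures), and length slopes gave p 0.0544 (adjusted 0.127). Permuted within the replicate numbers, both separated, with an exact permutation p of 0.0295 for GC (adjusted 0.0443) and 0.0156 for length (adjusted 0.0443). The GC slope was lower than in the 0 min library of the same number in 9 of 9 later libraries, and the length slope higher in 9 of 9. A change that follows time therefore stays open. It cannot be told apart from variation between libraries, because the tests differ and the numbers did not meet the criterion for pairing with 0 min over all tested genes. Over genes with a mean log2 CPM above 1, the pairs of 60 and 0 min met it. Those of 20 and 0 min and of 40 and 0 min did not. Greater depth at 60 min is argued against, since thinning all libraries to the smallest total of 28297680 counts left 1003 genes at 60 min, 928 of them among the original calls.

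The share of mitochondrial counts was 3.86 ± 0.479% at 0 min, 3.23 ± 1.85% at 20 min, 1.34 ± 0.488% at 40 min and 2.17 ± 0.667% at 60 min (SD, n = 3). It was lower than in the 0 min library of the same number in 8 of 9 later libraries, and higher in 1. It did not separate by time, over all libraries (permutation p 0.0848, adjusted 0.127) or within the replicate numbers (exact permutation p 0.0972, adjusted 0.0972), and variation between libraries and an effect of BMP4 cannot be told apart. Over 12 libraries it correlated with the GC slope, with Pearson r 0.583 (permutation p 0.0408) and Spearman rho 0.580 (permutation p 0.0526), 2 measures of 1 relation tested two-sided, and r was 0.621 without the 2 libraries farthest from the median. MT-TI, MT-TT and MTCO3P12, among the largest falls at 60 min, belong to or copy the mitochondrial genome.

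For the BMP receptor list, length and GC content are a candidate explanation of the rise at 60 min. Of 10000 lists matched on length, GC content and expression, 6.53% had as high a median, against 2.1% of 10000 matched on length and expression alone. With corrected values the shares were 14.42% and 12.35%. After the correction camera gave an adjusted p of 0.281 and fry 0.0267, so the trend and a smaller receptor response cannot be told apart from these libraries. For BMPR1A the study also reported a rise by qPCR and RNA-FISH, and SMAD1 binding within an intron by ChIP-seq. Those assays were not examined here. For the graded list, 0% of lists matched on length and expression, and 0% matched also on GC content, had as high a median, which says little because the study picked the list on these libraries. After the correction the graded list passed under camera (adjusted p 2.7e-20) and fry (0.00265), which argues against length or GC content as the whole cause, although its median was lower. Matched lists had a median log2 fold change of 0.24, against 0.63 for the graded list. For the switch-like list the trend is argued against as the whole cause, since fry gave an adjusted p of 6.0e-09 after the correction, with the same limit on what a list picked on these libraries can show.

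For the 51 genes changing across time and higher at 60 min, the simulated median share was as high as the observed one in 100 of 100 simulations. The lowest simulated median was -0.0101. As a set, these genes thus showed no rise at 20 min for shared 0 min libraries to explain. For single genes the question stays open, because the share varied between them. It ranged from -3.925 to 0.476, above 0 for 21 genes and below 0 for 30. The median over these 51 genes was -0.0495 with all libraries. Other fits took the medians over their own genes, so they do not show a shift in these 51. The median was 0.246 over 285 genes without replicate 3 of 20 min. It was 0.0895 over 120 genes after the length and GC correction, and higher still with the replicate block, as given above. The 824 genes called higher at 60 min differed, with as high a median share in 0 of 100 simulations. Shared 0 min libraries alone are thus argued against for these genes, although the simulation held no trends common to many genes. After the length and GC correction, 422 genes higher at 60 min had a median share of 0.491. The highest simulated value was 0.129, but the simulations were made and fitted without the correction, so they are not a matched reference. A graded response to BMP4 may underlie part of the share at 20 min, and so may library effects that the correction does not remove.

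The fall of immediate early genes at 20 min could reflect handling at the medium change, but fry gave an adjusted p of 0.133, and no untreated library of a later time was analysed here. Without replicate 1 of 0 min the camera adjusted p rose to 0.0127. Handling and an effect of BMP4 cannot be told apart.

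The cluster holding GATA3 had 8 genes here. That is lower than the value quoted from the study above for switch-like genes. The study named DESeq2 for its likelihood-ratio model, whereas the 8 genes came from the edgeR test. It need not be the counterpart of the study's cluster, since it held 3 genes of the switch-like list. The cluster of 43 genes held 18 of them. Whether the size is lower also depends on the fit. The cluster holding GATA3 ranged from 5 to 1289 genes over the alternatives and had 615 with the DESeq2 genes. BMPR1A was not among the 75 genes changing across time with edgeR, so the size of its cluster was not compared. The DESeq2 likelihood-ratio test called 1005 genes, with BMPR1A among them (adjusted p 0.0220). Some alternatives placed BMPR1A with GATA3.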
